A study of Arabidopsis thaliana with 12 samples.

How the data were processed

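The series holds polyadenylated RNA from 12 Arabidopsis thaliana samples in the Columbia-0 background, per the labels. Plants of an overexpression line of IMA1 (AT1G47400), a gene for a short peptide of the iron-deficiency response, were set against plants of a line that overexpressed the fluorescent protein EYFP, which served as the transgenic control. Per the labels' protocols, seedlings were raised for 10 days on complete medium with 1.5% sucrose under continuous light of 50 µmol per square metre and second, with 25 seedlings per plate. They were then moved to complete medium or to medium lacking Fe with 100 µM of the Fe chelator ferrozine, and harvested 72 hours later. Libraries were made with a stranded mRNA kit, per the labels' protocols. The 6 groups had 2 samples each: EYFP OE on full medium, IMA1 OE on full medium and IMA1 OE on Fe-deficient medium, each as roots and as rosettes. No EYFP OE group on Fe-deficient medium was analysed here, so in the comparisons with Fe-deficient IMA1 OE plants the line and the medium change together. Each transgene is represented by 1 line.

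The deposited data are 4 tables, 1 per comparison of an IMA1 OE group with the EYFP OE group of the same tissue, each with 4 library columns and 33607 genes, plus 4 rows for transgene constructs. The authors deposited a normalized expression signal per gene and library, whose table names give TMM and no unit. The steps before it (alignment, counting, genome build and annotation) are not stated in the labels or the file headers. Within a table the sorted values of the 4 columns differed by at most 16.5% above the median, with the highest values left out. The highest value per column differed more in roots, from 3046 to 5736 in the table for full medium. In the rosette table for full medium it ran from 11900 to 12120. Genes without reads shared a floor that fell with gene length, so the deposited signal was treated as a length-scaled value equalised between libraries. A median of 14.28 to 15.39 was found for the product of this floor and gene length. No read totals or per-library steps remain in these values, so the depth of each library is unknown, no interval or detection limit is given, and a value near 0 cannot be told from an unread gene. The sums of the values, 681354 to 733772 per column, reflect the normalization. The authors also deposited a p-value from a Z-test for every gene, per the file headers. The deposited log2 fold changes equalled the log2 ratio of the group means to within 0.0135 where both means were above 1, and a further column of the authors' marked genes as expressed or not.

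Each column was assigned to a sample through its heading and the sample labels, and 0 per-sample columns were left unused. In the rosette table for Fe-deficient medium the headings of the IMA1 OE columns read as Fe-sufficient. These columns were taken as the Fe-deficient IMA1 OE rosettes, because the labels of those samples alone among the IMA1 OE rosettes name that table. They are not a second copy of the full-medium libraries: the log2 ratio between tables had an SD of 0.247 and 0.257 for the IMA1 OE columns, and 0.00866 and 0.00865 for the EYFP OE columns, which both tables share. Because the tables were normalized separately, tests of a comparison stayed within a table. The tissue comparison set changes, not levels, from different tables side by side.

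Values were analysed as log2(value + 1), so every log2 change is on that scale and understates changes of low genes. Genes with a value of at least 1 in at least 2 of the 4 libraries were tested. A linear model was fitted per gene with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), two-sided, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. The difference between tissues was the interaction term of a model over the 8 library columns of a root and a rosette table, for genes passing the filter in either. Lists labelled Fe uptake (20 genes), Fe deficiency regulator (16 genes) and Fe storage or Fe-dependent (9 genes) were drawn up from general knowledge. Each list was summarised by its median log2 change over members above 0 in any library and tested with camera (preset inter-gene correlation 0.01), adjusted over the 12 list tests. The self-contained test fry is given beside it. Camera p-values are too small where list members vary together by more than the preset correlation allows. AT1G47400 is in none of the lists. Comparisons that share EYFP OE libraries were set beside 100 simulated pairs of unchanged groups that share a control. The design, the lists, the alternatives and the rule for naming genes were fixed before the data were examined, apart from those said to be chosen later.

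Genes named are AT1G47400, members of the lists, and in each comparison the 3 largest rises and 3 largest falls among genes past the threshold whose IMA1 OE values both lay outside the EYFP OE range on the same side. For the tissue comparison they are the 3 largest interactions in each direction. Symbols, and which genes overlap or adjoin, come from the annotation of assembly TAIR10.1, to which 32835 of the 33607 gene identifiers (97.7%) matched. The authors' build is not named, so coordinates are not given. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

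The procedure was tested on simulated data with gene variances drawn from limma's fitted prior and 200 changed genes per comparison. Of genes with a true log2 change of 2, 89.6% of 67 were called for roots on full medium, 100% of 67 for roots on Fe-deficient medium, 80.6% of 67 for rosettes on full medium and 70.1% of 67 for rosettes on Fe-deficient medium. At a true log2 change of 1 the shares were 53.7%, 61.2%, 4.48% and 7.46%, each of 67 genes. Between 7 and 11 of the 18491 to 19541 unchanged genes were called. The interaction model called 92% of 200 genes with a difference of 3 and 4 of 20901 unchanged genes. The adjustment is stricter where fewer genes are changed, so these shares may be too high for comparisons in which few genes passed.

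Alternatives were a pseudocount of 0.1 or 4, no filter, a filter at a mean of 5, median centring, quantile normalization, eBayes without the trend, a 2-fold minimum, the replicate number as a block, fry, and values with each library left out. The expression filter of the authors, the alternatives for the list differences between tissues, and the values of single genes other than AT1G47400 with each library left out were added after the data were seen.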

Results

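Transcript levels were measured by mRNA sequencing in roots and rosettes of Arabidopsis plants that overexpressed IMA1 (IMA1 OE, line #7-4) and of control plants that overexpressed EYFP (EYFP OE). The IMA1 OE plants had been kept on full medium or moved to Fe-deficient medium with ferrozine, an Fe chelator, for 72 hours, and the EYFP OE plants had been kept on full medium. Each of the 6 groups had 2 libraries. Values are the authors' normalized expression, which carries no unit and no read depth, and they are given as mean ± SD with n = 2. In the rosette table for Fe-deficient medium the IMA1 OE columns are headed as Fe-sufficient and were assigned to the Fe-deficient samples through the sample labels, a doubt that bears on every value given for them. Replicate libraries correlated across tested genes with Pearson's r between 0.983 and 0.989 in roots and between 0.971 and 0.978 in rosettes, and genes are not independent replicates. The median absolute log2 difference between replicates was 0.10 to 0.12 in roots and 0.16 to 0.19 in rosettes.

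The overexpressed gene was examined first. On full medium, AT1G47400 stood at 4.34 ± 3.36 (SD, n = 2) in EYFP OE roots and at 388 ± 31.1 (SD, n = 2) in IMA1 OE roots. In rosettes it stood at 5.52 ± 4.96 (SD, n = 2) and 414 ± 97 (SD, n = 2). In the tables with Fe-deficient IMA1 OE plants, the IMA1 OE means were 327 ± 6.49 (SD, n = 2) in roots and 384 ± 42 (SD, n = 2) in rosettes, against EYFP OE means of 4.18 ± 3.27 and 5.44 ± 4.86 (SD, n = 2). Every IMA1 OE library was at least 38.3-fold above the higher EYFP OE library of its table. The log2 change was 6.35 (SE 0.45, limma adjusted p 0.0764) in roots on full medium and 6.14 (SE 0.44, limma adjusted p 0.00766) in roots on Fe-deficient medium. In rosettes it was 6.22 (SE 0.59, limma adjusted p 0.15) and 6.14 (SE 0.58, limma adjusted p 0.467). The transcript thus passed the threshold in 1 of the 4 comparisons although its groups were far apart. The EYFP OE replicates differed severalfold, at 6.71 and 1.96 in roots and 9.03 and 2.02 in rosettes. With the replicate number as a block the transcript also passed in roots and rosettes on full medium (limma adjusted p 0.0221 and 0.0176). The choice that moved the value most was leaving out an EYFP OE library: without replicate 1 the log2 change was 7.04 in roots on full medium, and without replicate 2 it was 5.65.

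The IMA1 construct overexpresses AT1G47400, and how reads were divided between their rows is not stated. The rows for the transgene constructs separated the lines as labelled. The IMA1 construct had means of 265 to 473 in the IMA1 OE groups and of 0.105 to 0.195 in the EYFP OE groups. The EYFP construct had means of 1526 and 1563 in EYFP OE roots and of 267 and 268 in EYFP OE rosettes, and at most 0.54 in any IMA1 OE library.

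**Figure D1:**
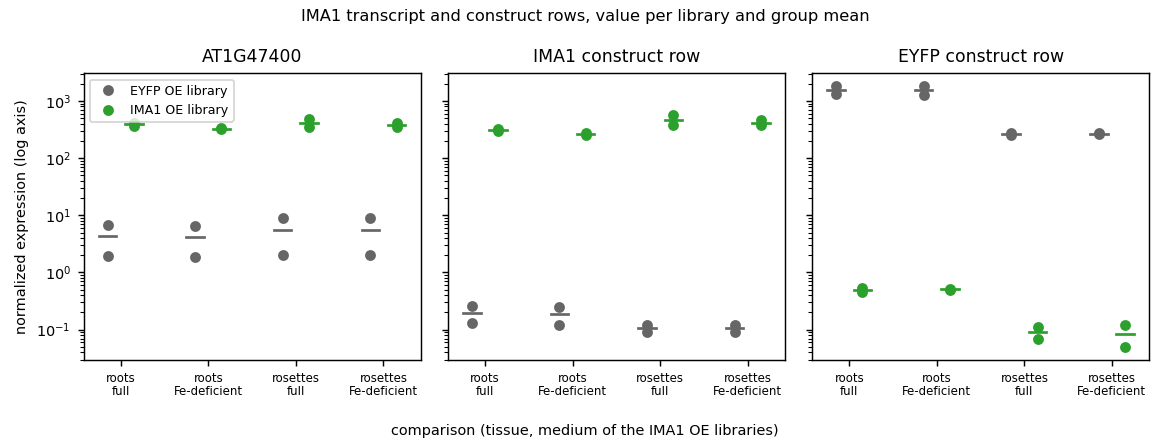
Normalized expression (log axis) of AT1G47400, the IMA1 construct row and the EYFP construct row in each table, with points for libraries (grey, EYFP OE; green, IMA1 OE; 2 per group) and bars for group means. AT1G47400 lay between 322.23 and 482.72 in the IMA1 OE libraries and at or under 9.03 in the EYFP OE libraries.

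The first comparison asked how IMA1 OE roots on full medium differ from EYFP OE roots. Of 19741 tested genes, 7 passed the limma threshold, 4 higher and 3 lower in IMA1 OE, and 834 genes had an unadjusted p under 0.05 (4.22% of those tested). Without the filter on low values 143 genes passed, of which 135 had every value under 1. The groups did not overlap for 30.0% of tested genes, where chance gives 33.3%. The largest rises were those of AT4G04223, from 2.86 ± 0.37 to 28.5 ± 1.6 (SD, n = 2), PIA1 (AT5G07840), and AT2G05920, from 26.9 ± 0.21 to 157 ± 1.5 (SD, n = 2). Their log2 changes were 2.94 (SE 0.11, limma adjusted p 0.013), 2.54 (SE 0.14, limma adjusted p 0.0384) and 2.5 (SE 0.06, limma adjusted p 0.00419). PIA1 was at 0.01 in both EYFP OE root libraries and at 4.84 and 4.91 in the IMA1 OE root libraries. It also switched between 0.01 and over 4 within replicate pairs of other groups and overlaps AT5G07830 in the annotation, so its call is uncertain. The largest falls were those of AT3G01345, from 147 ± 12 to 0.485 ± 0.56 (SD, n = 2), AT5G15360, from 43 ± 7.4 to 0.22 ± 0.071 (SD, n = 2), and AT3G33528, from 7.66 ± 0.20 to 0.215 ± 0.035 (SD, n = 2). Their log2 changes were -6.69 (SE 0.27, limma adjusted p 0.0153), -5.16 (SE 0.15, limma adjusted p 0.00603) and -2.83 (SE 0.13, limma adjusted p 0.0192). With a pseudocount of 0.1 AT3G01345 no longer passed (limma adjusted p 0.153). In the authors' deposited table, 152 genes had a p-value of the authors under 0.05, 109 of them higher and 43 lower.

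The second comparison set IMA1 OE roots on Fe-deficient medium against EYFP OE roots on full medium, so that line and medium differ at once. Of 19673 tested genes, 181 passed the limma threshold, 152 higher and 29 lower, and 121 of them changed at least 2-fold. Without the intensity trend the count was 120, of which 114 were among the 181. The largest rises were those of AT3G12900, from 0.97 ± 0.49 to 421 ± 69 (SD, n = 2), CYP82C4 (AT4G31940), from 5.84 ± 3.4 to 806 ± 85 (SD, n = 2), and AT1G47400. The log2 changes of AT3G12900 and CYP82C4 were 7.76 (SE 0.20, limma adjusted p 0.000394) and 6.97 (SE 0.34, limma adjusted p 0.00204). The largest falls were those of AT3G01345 (log2 change -7.04, SE 0.11, limma adjusted p 0.000193), AT5G15360 (-5.11, SE 0.15, limma adjusted p 0.000591) and AT3G51632 (-3.59, SE 0.13, limma adjusted p 0.000859). AT3G51632 fell from 11.2 ± 0.86 (SD, n = 2) to 0.01 in both libraries. In IMA1 OE rosettes on full medium it was at 7.73 in replicate 1 and 0.01 in replicate 2, so this call too is uncertain. The authors' deposited table had 340 genes with a p-value of the authors under 0.05, 225 higher and 115 lower.

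In rosettes, few genes passed without a replicate block. On full medium 2 of 18731 tested genes passed the limma threshold, both lower in IMA1 OE, and 1018 had an unadjusted p under 0.05, 736 of them higher. The 2 genes were AT3G01345, from 135 ± 7.8 to 0.30 ± 0.35 (SD, n = 2), with a log2 change of -6.73 (SE 0.22, limma adjusted p 0.00862, and 0.157 with a pseudocount of 0.1), and AT2G23672, which was at 69.93 and 71.02 in EYFP OE and at 0.02 in both IMA1 OE libraries (log2 change -6.13, SE 0.11, limma adjusted p 0.00129). AT2G23672 is annotated as overlapping AT2G23670, and its call is uncertain. In the table for Fe-deficient IMA1 OE rosettes, 1 of 18691 tested genes passed, AT3G01345 (log2 change -6.91, SE 0.12, limma adjusted p 0.0017), and 966 genes had an unadjusted p under 0.05, 637 of them higher. With the replicate number as a block, 60 genes passed on full medium, 52 higher and 8 lower in IMA1 OE, and 1 on Fe-deficient medium. The labels do not say that the number marks a shared batch. The authors' deposited tables had 399 and 321 genes with a p-value of the authors under 0.05 for full and Fe-deficient medium. Simulated genes with a true log2 change of 2 were called in 80.6% and 70.1% of cases in these 2 rosette designs. At a true log2 change of 1 the shares were 4.48% and 7.46%. The simulated sets held many more changed genes than were called here, which makes the adjusted threshold easier to pass. These shares may therefore be too high for the real rosettes. AT1G47400, with log2 changes of 6.22 and 6.14 on full and Fe-deficient medium, was not called (limma adjusted p 0.15 and 0.467). The low counts thus say little about log2 changes of 1 or of 2.

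**Figure D2:**
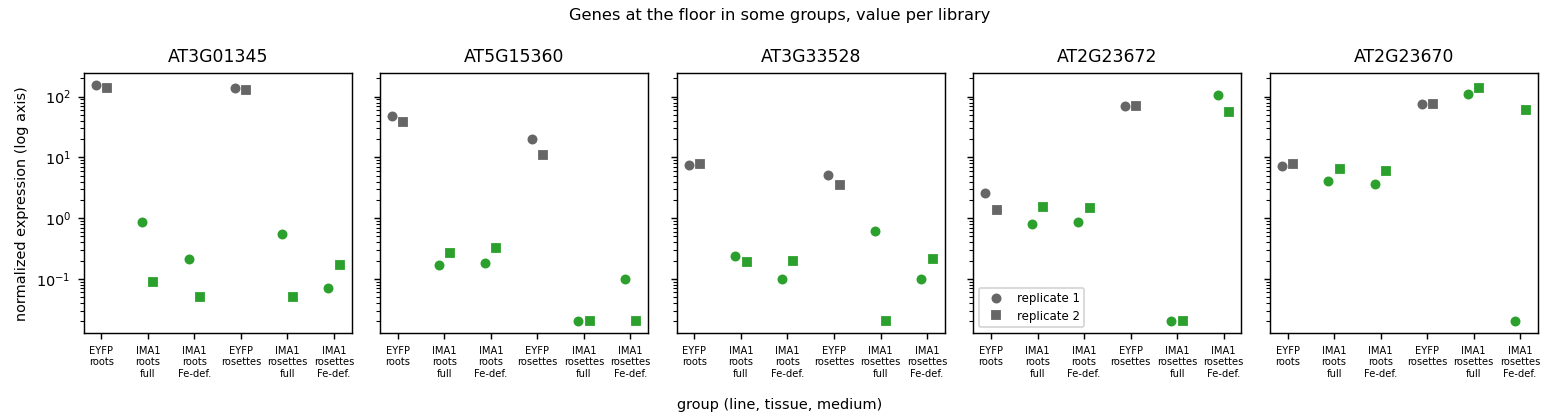
Normalized expression (log axis) of 5 genes in each library by group, with circles for replicate 1 and squares for replicate 2 (grey, EYFP OE; green, IMA1 OE). AT3G01345 was at most 0.88 in the IMA1 OE libraries and at least 129.09 in the EYFP OE libraries of the full-medium tables, while AT2G23672 and the overlapping AT2G23670 switched to 0.02 in some rosette libraries.

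The Fe lists asked whether the genes of each list moved together. Their names are labels. The uptake list includes FRU, MYB10 and MYB72, and the regulator list includes OPT3, NRAMP4 and FRD3. A list result is therefore not a statement on a single function. In roots on full medium the uptake list rose by a median log2 change of 0.825, with 20 of 20 members higher (camera adjusted p 2.19e-34, fry adjusted p 0.0171). AT3G07720 was the member past the threshold over all genes (log2 change 1.55, SE 0.08, limma adjusted p 0.0378), a call that was lost without the intensity trend (limma adjusted p 0.119) and without the filter on low values (limma adjusted p 0.128), and 14 members passed when adjusted over the list alone. IRT1 rose from 13.37 and 23.07 in EYFP OE to 161.17 and 136.15, and FRO2 from 10.63 and 16.14 to 99.84 and 84.33. The log2 changes were 3.0 (SE 0.26, limma adjusted p 0.128) and 2.72 (SE 0.21, limma adjusted p 0.0865). The regulator list had a median of 0.27 (camera adjusted p 5.08e-09, fry adjusted p 0.0522), with 12 members higher and 4 lower, 0 past the threshold over all genes and 9 adjusted over the list alone. The storage list had a median of 0.59 (camera adjusted p 8.51e-09, fry adjusted p 0.208), with 7 of 9 members higher, 0 past the threshold over all genes and 7 adjusted over the list alone. Of the alternatives, a pseudocount of 0.1 moved the uptake median most, to 0.96, and without EYFP OE replicate 1 it was 0.75.

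In roots on Fe-deficient medium the uptake list rose by a median of 3.19, with 20 of 20 members higher (camera adjusted p 1.98e-59, fry adjusted p 0.0107). Of these, 19 passed over all genes and 20 when adjusted over the list alone. MYB72 went from 0.21 and 0.25 to 54.17 and 51.12, a log2 change of 5.45 (SE 0.09, limma adjusted p 0.000193). The regulator list had a median of 0.63 (camera adjusted p 2.34e-17, fry adjusted p 0.0147), with 12 members higher, 7 past the threshold over all genes and 13 adjusted over the list alone. BHLH100 rose from 0.67 and 0.74 to 105.7 and 84.08. The storage list had a median of -0.23 (camera adjusted p 0.0398, fry adjusted p 0.422), with 7 of 9 members lower, 0 past the threshold over all genes and 1 adjusted over the list alone. Leaving out EYFP OE replicate 2 turned this median to 0.04, and leaving out replicate 1 gave -0.61.

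In rosettes the uptake list did not move past the threshold. Its median was 0.09 on full medium (camera adjusted p 0.646, fry adjusted p 0.601) and 0.14 on Fe-deficient medium (camera adjusted p 0.571, fry adjusted p 0.327). Of the 20 members, 12 and 15 were higher in IMA1 OE, and 9 and 10 were expressed highly enough to be tested. The medians cover all 20 members, but the camera and fry p-values cover the tested members alone. They do not speak to a response of the members too low to test. Of those tested, 0 were past the threshold over all genes on either medium, and 0 and 1 adjusted over the list alone. The 1 passing member was lower in IMA1 OE, against the direction of the median. With a pseudocount of 0.1 the medians were 0.23 and 0.57 (camera adjusted p 0.646 and 0.591), and without IMA1 OE replicate 1 the full-medium median was 0.046. Without the filter on low values the list passed the threshold on both media, with camera adjusted p 0.00489 and 1.42e-05. The regulator list was lower, with medians of -0.585 on full medium (camera adjusted p 1.77e-06, fry adjusted p 0.208, 14 of 16 members lower) and -0.43 on Fe-deficient medium (camera adjusted p 0.000158, fry adjusted p 0.327, 16 of 16 members lower). No member passed over all genes on either medium, and 4 and 0 passed when adjusted over the list alone. Each median rested largely on EYFP OE replicate 1, without which it was -0.12 and -0.02. The storage list had a median of 0.92 on full medium (camera adjusted p 2.02e-09, fry adjusted p 0.158, 8 of 9 members higher), which was 0.58 without EYFP OE replicate 1, with 0 members past the threshold over all genes and 6 adjusted over the list alone. FER1 was at 59.38 and 279.01 in EYFP OE and at 1265.33 and 994.46 in IMA1 OE (log2 change 3.11, SE 0.73, limma adjusted p 0.491). On Fe-deficient medium the storage median was 0.32 (camera adjusted p 0.373, fry adjusted p 0.894), and 0.00 without EYFP OE replicate 1. There 0 members were past the threshold over all genes and 1 adjusted over the list alone, and that member was lower in IMA1 OE. Under fry, the calls that held were the uptake list in roots on both media and the regulator list in roots on Fe-deficient medium.

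**Figure D3:**
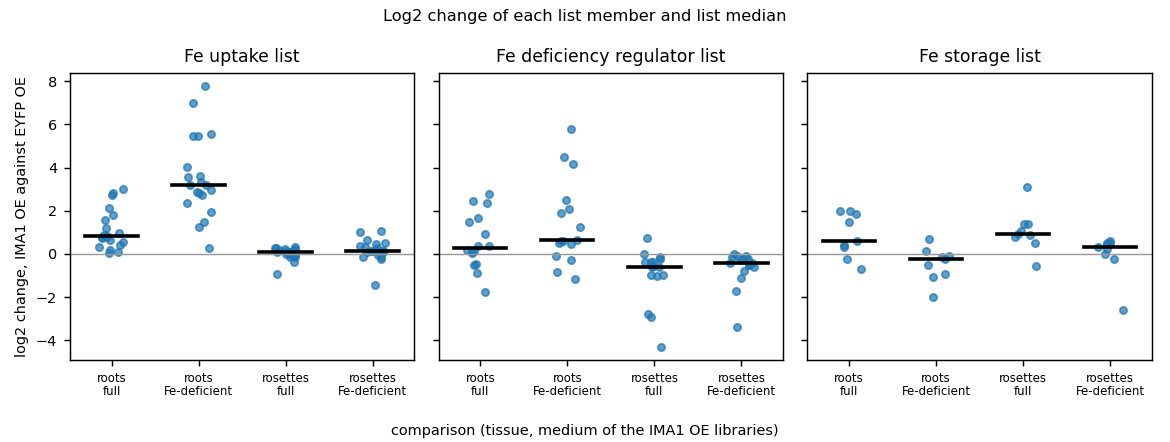
Log2 change (IMA1 OE against EYFP OE, values + 1) of each list member (points) and the list median (bar) in the 4 comparisons, with 2 libraries per group. The uptake list stood at 3.19 in roots on Fe-deficient medium and at 0.09 and 0.14 in rosettes.

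Whether roots and rosettes responded differently was tested with the interaction term. On full medium 4 of 21161 genes passed the limma threshold, and 914 had an unadjusted p under 0.05 (4.32%). The genes were AT2G23672 (root minus rosette difference 5.68, SE 0.32, limma adjusted p 0.0136), AT4G19112 (3.75, SE 0.31, limma adjusted p 0.044), AT1G45165 (2.59, SE 0.19, limma adjusted p 0.0328) and AT1G53870 (-2.28, SE 0.19, limma adjusted p 0.044). Each of the 4 was at 0.05 or less in some libraries and at 4 or more in others, and these calls are uncertain. When the filter had to be passed in both tissues, 1 of them remained, and with the replicate number as a block 0 genes passed. On Fe-deficient medium 66 of 21101 genes passed, 58 with a positive root minus rosette difference, and 21 of the 66 belonged to the Fe lists. The largest were AT3G12900 (7.31, SE 0.28, limma adjusted p 0.000201), BHLH100 (6.39, SE 0.64, limma adjusted p 0.0146) and CYP82C4 (5.93, SE 0.48, limma adjusted p 0.00521). In the opposite direction were AT3G51632 (-3.63, SE 0.23, limma adjusted p 0.00205), AT3G29633 (-2.46, SE 0.29, limma adjusted p 0.0289) and AT1G53870 (-2.21, SE 0.27, limma adjusted p 0.0376). With a pseudocount of 0.1 the count was 33. Of the 66 genes, 21 were likewise at 0.05 or less in some libraries and at 4 or more in others.

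The 2 comparisons of a tissue share their EYFP OE libraries. In roots 6 genes passed in both comparisons in the same direction, and the log2 changes correlated across 19573 genes with r = 0.66. In 100 simulated pairs of unchanged groups the correlation had a median of 0.50 and a highest value of 0.60, with 0 shared calls in every pair. In rosettes 1 gene, AT3G01345, passed in both. The correlation was 0.81 across 18582 genes, beside a simulated median of 0.50 and a highest value of 0.81, and 1 of the 100 simulated pairs gave a correlation at least as high.

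The effect of the medium within IMA1 OE was taken as the difference of the 2 log2 changes, across separately normalized tables and without a test. In roots the median difference, Fe-deficient minus full medium, was 2.21 for the uptake list with 20 of 20 members higher, 0.89 for the regulator list with 14 of 16 higher, and -1.32 for the storage list with 9 of 9 lower. In rosettes the medians were 0.09 with 14 of 20 members higher, 0.15 with 14 of 16 higher, and -0.91 with 9 of 9 lower. The column headings of the Fe-deficient rosette table leave the medium of its IMA1 OE libraries open to doubt, which bears on the rosette values.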

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

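All tests in this part were chosen after the results they bear on had been seen. Groups of 2 libraries allow no test for a sample that stands apart from its group.

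The Fe uptake list changed differently in roots and rosettes. On Fe-deficient medium the median root minus rosette difference was 3.07, with 19 of 20 members higher in roots (camera adjusted p 1.09e-61, fry adjusted p 5.76e-05, over 6 list tests). On full medium it was 0.849, with 17 of 19 tested members higher in roots (camera adjusted p 5.48e-22, fry adjusted p 0.0012). Over the members tested in both tissues the median was 3.26 for 10 genes on Fe-deficient medium and 1.02 for 9 genes on full medium. This argues against low expression in rosettes as the only explanation. It does not exclude a part, since some of these members were low there, such as FRU at 1.52 and 1.07 in EYFP OE on full medium. The separate normalization of the tissues would move genes of like level alike. Among 10000 random lists, drawn for each member from the 100 genes nearest to it in mean level in both tissues, the highest median was 0.33 on Fe-deficient and 0.22 on full medium, which argues against it. An exchange of the 2 rosette tables, which the column headings raise, would leave the difference on Fe-deficient medium in place. With the full-medium rosette table instead, the median there was 3.06. The exchange was not run for the difference on full medium. A response to IMA1 and Fe supply that is larger in roots remains a hypothesis, found and tested on the same libraries and with 1 IMA1 OE line. On Fe-deficient medium, a response of EYFP OE roots to the medium could not be separated from it.

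The Fe deficiency regulator list also differed, with a median of 1.42 on Fe-deficient medium (15 of 16 members higher in roots, camera adjusted p 5.83e-16, fry adjusted p 0.0118) and 1.01 on full medium (16 of 16, camera adjusted p 5.95e-16, fry adjusted p 0.0391). Over the 11 members tested in both tissues the medians were 0.84 and 0.92, which argues against low expression in rosettes as the only explanation. The EYFP OE rosette libraries differ in these genes, so the difference was taken against each. Against replicate 2 alone the medians were 0.91 and 0.89, with 15 of 16 members above 0 on either medium, and against replicate 1 alone they were 1.81 and 1.43. The spread between these libraries thus changes the size of the difference, and by itself does not bring it to 0. Tissue remains among the open explanations, as a hypothesis.

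On full medium 4 genes changed differently between the tissues, and on Fe-deficient medium 66. A candidate explanation is that reads of overlapping genes were assigned whole to 1 of them. On full medium 2 of the 4 genes, AT2G23672 and AT1G45165, overlap another annotated gene and switch between the floor and an expressed level, but AT4G19112 has no entry in the annotation used here, so 75% of the genes have a value and the check is void. For AT2G23672, AT1G45165 and AT4G19112 the explanation cannot be told apart from a response of the tissue. AT1G53870 overlaps no gene in the annotation used here, which leaves no overlapping gene to take its reads. On Fe-deficient medium 21 of the 66 genes were at 0.05 or less in some libraries and at 4 or more in others. Of the 66, 3 did so and also overlap another annotated gene, which argues against the explanation for the set as a whole. Members of the Fe lists numbered 21 of the 66.

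A construct row outside the comparisons, that of an IMA3 overexpression construct, was slightly above its EYFP OE level in both IMA1 OE libraries of 3 of the 4 tables. Its means there were 0.03 and 0.035 in the root tables for full and Fe-deficient medium, where it is listed at 0 in EYFP OE, and 0.035 in the rosette table for Fe-deficient medium, where EYFP OE was at 0.02. In the rosette table for full medium it was at 0.05 and 0 in the IMA1 OE libraries and at 0.02 in both EYFP OE libraries. Sequence shared between the constructs may give such a signal. The highest value in any IMA1 OE library was 0.05, which is at the level of the floor, so whether the row follows the IMA1 construct cannot be told. No biological explanation was tested.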

How the results depend on the processing

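Of the alternatives fixed before the data were examined, all but 2 kinds were run. The tests for read counts were not run, because the deposited values are not counts, and counts of genes were not recomputed with a library left out, because 1 library would remain in a group.

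The filter on low values mattered most for the counts of genes in roots on full medium and in rosettes on both media. Without it, 143 genes passed in roots on full medium, 113 in rosettes on full medium and 130 in rosettes on Fe-deficient medium, against 7, 2 and 1 with it. Of these, 135, 109 and 126 had every value under 1. In roots on Fe-deficient medium the count was 177 against 181, but 33 genes were shared and 142 had every value under 1. There the replicate block moved the count most, to 323. The unfiltered calls came mainly from genes near the floor. Higher calls made up 71 of the 143 genes and 103 of the 177. Without the intensity trend the count in roots on Fe-deficient medium was 120, and with a pseudocount of 0.1 the count in rosettes on full medium was 1. The cause was not tested. The other pseudocount, the stricter filter, both scalings, the 2-fold minimum and the authors' expression filter, which was chosen after seeing the data, gave between 5 and 9 genes in roots on full medium, between 121 and 190 in roots on Fe-deficient medium, 2 in rosettes on full medium and 1 in rosettes on Fe-deficient medium.

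The groups share replicate numbers 1 and 2, and the labels do not say that a number marks a shared batch. Deviations of EYFP OE and IMA1 OE replicates correlated across genes with r of 0.27 and 0.24 in roots and 0.40 and 0.46 in rosettes for full and Fe-deficient medium. Those of the IMA1 OE replicates on the 2 media correlated with r of 0.52 in roots and 0.57 in rosettes. All 6 lie above 0, but those of a tissue share libraries, and 2 numbers are too few to establish a pairing. In the rosette table for full medium the highest value was 12120 in both libraries numbered 1 and 11900 in both numbered 2. In that for Fe-deficient medium these values were 12830 and 12590. In roots the highest values differed. This is a sign of a link by replicate number in the rosette values, whose origin is unknown. With the replicate number as a block, 16 genes passed in roots on full medium, 323 in roots on Fe-deficient medium, 60 in rosettes on full medium and 1 in rosettes on Fe-deficient medium. Of these, 13, 240, 52 and 0 were higher in IMA1 OE and 3, 83, 8 and 1 lower, so that in rosettes on full medium most blocked calls were higher, while both calls without the block were lower. These included the 7, 181, 2 and 1 genes called without the block. AT1G47400 passed under the block in roots and in rosettes on full medium, with log2 changes of 6.35 and 6.22 (limma adjusted p 0.0221 and 0.0176). For the tissue difference on full medium the blocked count was 0, with 1612 genes at an unadjusted p under 0.05. On Fe-deficient medium it was 74, 60 higher and 14 lower in roots. Of these, 52 were among the 66 called without the block. The block changed no list call.

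With fry in place of camera, 6 list results fell below the threshold. The regulator list in roots on full medium (median 0.27, fry adjusted p 0.0522), the storage list in roots on full (0.59, 0.208) and Fe-deficient medium (-0.23, 0.422), the regulator list in rosettes on full (-0.585, 0.208) and Fe-deficient medium (-0.43, 0.327) and the storage list in rosettes on full medium (0.92, 0.158) no longer passed. The cause was not tested. Without the filter the storage list in roots on Fe-deficient medium no longer passed (-0.23, camera adjusted p 0.0634), while the uptake list in rosettes passed on full (0.086, camera adjusted p 0.00489) and Fe-deficient medium (0.14, camera adjusted p 1.42e-05). That alternative sets the lists against many genes at the floor. A pseudocount of 0.1 and both scalings changed no list call.

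For the tissue difference, requiring the filter in both tables left 1 gene on full medium and 20 on Fe-deficient medium, among fewer genes tested, and a pseudocount of 0.1 left 33 on Fe-deficient medium. The cause of the latter was not tested. All of the 20 and the 33 were among the 66. The genes shared by both rosette comparisons numbered 0 with a pseudocount of 0.1, with 538 at an unadjusted p under 0.05 in both and in the same direction. The list differences between tissues kept their direction and their side of the threshold under the 5 alternatives that gave a test, which were chosen after seeing the data.

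With a pseudocount of 0.1 the difference between media in IMA1 OE was 2.45 for the uptake list and 1.03 for the regulator list in roots, and 0.38 and 0.40 in rosettes, against 2.21, 0.89, 0.09 and 0.15. A smaller pseudocount enlarges changes of low genes by construction.

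The value of AT1G47400, the list medians and the differences between media were also recomputed with 1 library left out at a time, and so, chosen after seeing the data, were the list differences between tissues and the single genes below. Across the 4 such fits the log2 change of AT1G47400 ran from 5.65 to 7.04 in roots on full medium, from 5.45 to 6.84 in roots on Fe-deficient medium, from 5.35 to 7.08 in rosettes on full medium and from 5.28 to 7.00 in rosettes on Fe-deficient medium, lowest without EYFP OE replicate 2 and highest without EYFP OE replicate 1 each time. The uptake median ran from 0.75 to 0.87 and from 3.04 to 3.30 in roots on full and Fe-deficient medium, and from 0.046 to 0.081 and from 0.14 to 0.19 in rosettes. The regulator median ran from 0.20 to 0.37 and from 0.62 to 0.76 in roots. In rosettes it ran from -1.05 to -0.12 on full medium and from -0.78 to -0.019 on Fe-deficient medium, the values nearest 0 being those without EYFP OE replicate 1. The storage median ran from 0.42 to 0.76 in roots on full medium, and from 0.58 to 1.37 and from 0.00 to 0.63 in rosettes on full and Fe-deficient medium. In roots on Fe-deficient medium it ran from -0.61 to 0.038, and it was above 0 without EYFP OE replicate 2. Across the 6 fits for the difference between media, the root values ran from 2.07 to 2.42 for uptake, from 0.73 to 0.90 for regulators and from -1.34 to -0.93 for storage. The rosette values ran from 0.051 to 0.10, from 0.15 to 0.22 and from -1.11 to -0.71. Across the 8 fits for the list differences between tissues, on full and Fe-deficient medium, the uptake difference ran from 0.77 to 0.92 and from 2.90 to 3.30. The regulator difference ran from 0.89 to 1.43 and from 0.91 to 1.81, lowest without EYFP OE rosette replicate 1. The storage difference, -0.61 on both media with all libraries (camera adjusted p 0.111 and 0.124), ran from -0.77 to -0.48 and from -1.10 to -0.10, the last 2 without EYFP OE rosette replicate 2 and replicate 1.

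Of the 393 values recomputed for single genes, namely those of the naming rule and 9 list members, 380 kept their side of the threshold, 12 no longer passed and 1 passed newly. With a pseudocount of 0.1 the calls of AT3G01345 in roots and rosettes on full medium (limma adjusted p 0.153 and 0.157) and of PIA1 (AT5G07840) in roots on full medium (0.0852) were lost. Without the filter on low values those of AT3G01345 in the same comparisons (0.13 and 0.067), of AT3G07720 in roots on full medium (0.128), and of CYP82C4 (AT4G31940), IRT1 and FRO2 in roots on Fe-deficient medium (0.155, 0.147 and 0.0899) were lost. The other 3 were AT3G07720 without the intensity trend (0.119), and PIA1 and AT3G33528 in roots on full medium under the authors' expression filter (0.248 and 0.0853). The newly passing gene was AT4G25100 of the storage list in roots on Fe-deficient medium, with a log2 change of -1.97 (limma adjusted p 0.123 without the block and 0.00684 with it). None of them changed direction. With 1 library left out at a time, the 160 values of these genes changed direction in 5 cases, all among results not past the threshold. These were FER1 in roots on Fe-deficient medium without EYFP OE replicate 2 (0.15), FER1 in rosettes on Fe-deficient medium without EYFP OE replicate 1 (-0.67) and without IMA1 OE replicate 1 (-0.051), and AT4G25100 without IMA1 OE replicate 1 in roots (0.14) and rosettes (0.41) on full medium. Over their 4 fits each, these values ran from -0.61 to 0.15 for FER1 in roots and from -0.67 to 1.56 in rosettes, and from -0.64 to 0.14 for AT4G25100 in roots and from -1.51 to 0.41 in rosettes. The depth of the libraries is unknown, so it could not be judged which low values are limited by it.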

Other observations

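Of the tests in this part, those of neighbouring genes and of the share of overlapping genes among those that switch were set out before their results were seen. All others were chosen after. Genes outside the naming rule were chosen after their values were seen.

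In roots, 3 genes were near 0 in every IMA1 OE library on either medium and expressed in both EYFP OE libraries: AT3G01345, AT5G15360 and AT3G33528. In IMA1 OE rosettes they were at most 0.61. A response to the medium is argued against, since the highest value of the 3 genes was 0.88 in IMA1 OE roots on full medium and 0.32 on Fe-deficient medium. A deletion that spans neighbouring genes is argued against too: among the 6 nearest tested neighbours the lowest log2 change in roots on full medium was -0.36. Of the 3 genes, 0 overlap another annotated gene, which leaves no overlapping gene to take their reads. A difference between the transgenic lines that is unrelated to IMA1 may explain the pattern. With 1 IMA1 OE line it cannot be told apart from an effect of IMA1.

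Genes that changed at least 2-fold in the same direction in all 4 comparisons, with the groups not overlapping in any, numbered 6 besides AT1G47400. They were AT3G01345, AT5G15360, AT3G33528 and AT3G41979, which were lower in IMA1 OE, and AT4G04223 and ARP9 (AT5G43500), which were higher. In 100 simulations of unchanged groups the median count was 0 and the highest was 1. Of the 6 genes, 0 belong to the Fe lists. AT3G41979 overlaps AT3G06355 in the annotation, and its values are uncertain.

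Some genes switched between the floor and a clear level within replicate pairs. In all, 36 genes were at 0.05 or less in 1 replicate and at 4 or more in the other in at least 1 of the 6 groups, with 4 to 16 genes per group. A candidate explanation is that reads of overlapping genes were assigned whole to 1 gene. Of the 24 such genes found in the annotation 58.3% overlap another gene, against 31.6% of other expressed genes (Fisher's exact test, two-sided, p 0.00742). Because 66.7% of the 36 genes have an entry, the check is void and the explanation stays open. The pair AT2G23672 and AT2G23670 shows the behaviour in rosettes. In IMA1 OE on full medium AT2G23672 was at 0.02 in both libraries and AT2G23670 at 110.54 and 138.93. In IMA1 OE on Fe-deficient medium AT2G23672 was at 105.05 in replicate 1, where AT2G23670 was at 0.02, and at 55.2 in replicate 2, where AT2G23670 was at 59.17. As the pair was picked for this pattern, its values do not decide the matter.

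The EYFP OE rosette libraries differed from each other in the Fe regulator and storage lists. FER1 was at 59.38 in replicate 1 and 279.01 in replicate 2, and AT2G30766 at 45.46 and 9.04. The median log2 difference, replicate 1 minus replicate 2, was 0.69 for the regulator list and -0.85 for the storage list. Among 10000 random lists matched on mean expression these lay at percentile 100 and at percentile 0, which argues against a difference of the whole libraries. EYFP OE roots showed the same directions at a smaller size, with 0.17 for the regulator list and -0.34 for the storage list, also at percentiles 100 and 0. IMA1 OE rosettes on Fe-deficient medium parted as well, with the replicate numbers the other way round, at -0.19 for the regulator list (percentile 0.94) and 0.41 for the storage list (percentile 100), so the pattern was not particular to EYFP OE. In the other IMA1 OE groups the lists were not at opposite ends. The regulator list lay at percentiles 98.6 and 95.9 in roots on full and Fe-deficient medium, where the storage list lay at 24.2 and 63.3, and at 11.6 in rosettes on full medium, where the storage list lay at 55.4. The uptake list was within the range of most random lists in EYFP OE rosettes (0.13, percentile 83.8) and roots (-0.04, percentile 18), and in IMA1 OE rosettes (percentiles 60.8 and 81.4). In IMA1 OE roots it lay at percentile 100 on both media (0.18 and 0.23). A difference in Fe status between the EYFP OE samples may be behind it. It cannot be told apart from other differences between 2 samples, since Fe content is not analysed here. The rosette list values in the report depend on these libraries.

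The EYFP construct row was not at 0 in IMA1 OE libraries. Its mean level there was 0.0317% to 0.0337% of the mean EYFP OE level across the 4 tables, although that level was several times higher in roots than in rosettes. Sequence shared with the IMA1 construct is argued against: the row was 5.77-fold higher in IMA1 OE roots than in IMA1 OE rosettes, while the IMA1 construct was 0.644-fold. Reads passed between libraries may give such a constant share, whose highest value was 1.06 times the lowest. The constancy holds for means of 2 libraries. Single IMA1 OE rosette libraries were at 0.07 and 0.11 on full medium and at 0.05 and 0.12 on Fe-deficient medium. The root libraries were at 0.46 and 0.54, and at 0.5 and 0.52. In rosettes the share was thus less constant by library than the means show. The reverse share, the IMA1 construct in EYFP OE libraries, was 0.0222% to 0.0251% of the IMA1 OE level in rosettes and 0.0633% to 0.0698% in roots, so the shares are not equal in both directions and the explanation stays open. No biological explanation was tested.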
